A study of Mus musculus and Homo sapiens with 22 samples. Its data were reported in "Deep and accurate detection of m6A RNA modifications using miCLIP2 and m6Aboost machine learning" (2021).

How the data were processed

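The values were taken as the authors deposited them, and no reads were mapped again. Gene counts of 6 mESC RNA-seq libraries (3 WT, 3 Mettl3 KO) and 6 lists of m6A sites (WT mESC, HEK293T, and mouse heart at 1000, 300, 100 and 50 ng of RNA) were used. The sample titles give the inputs of 300, 100 and 50 in µg, whereas the names of the site lists and the paper give ng, which was used. Other miCLIP2 samples of the series were not used here.

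The gene counts were made by the authors from single-end reads, which they mapped to GRCm38 with STAR with a limited share of mismatches and counted per GENCODE gene with htseq-count on the reverse strand. They are whole numbers and are not normalised. The deposited score of each site in the mESC and HEK293T lists is the m6Aboost prediction score, which the authors computed. For this they trimmed reads with Flexbar, mapped them with STAR, removed duplicates with UMI-tools, set aside reads with C-to-T changes and called peaks with PureCLIP in each replicate. They kept peaks found in at least 2 replicates and applied m6Aboost to peaks at an A. The score column deposited by the authors with the heart lists does not lie in the range of that prediction score, its scale is not stated, and it was used only to rank sites within a list. Site positions are given 1-based on GRCm38 (mouse) or GRCh38 (human).

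The lines of the count files that name no gene were left out of library sizes and tests. Of all lines, reads in no feature made up 20.5 ± 1.90% in WT and 17.8 ± 0.319% in KO (SD, n = 3), reads not mapped uniquely 14.6 ± 0.643% and 14.4 ± 0.297%, reads not aligned 4.31 ± 0.479% and 4.05 ± 0.187%, and ambiguous reads 0.869 ± 0.0874% and 0.955 ± 0.0292%. Gene counts per library lay between 22746733 and 27254245. The 10 genes with the most counts took 22.0 ± 5.13% of gene counts in WT and 21.5 ± 3.09% in KO. The count files list 56196 genes, of which 55154 (98.1%) had an entry in the annotation used here, GENCODE M21 for mouse. The authors used a later mouse release. Human sites were placed on GENCODE 44, which is later than the authors' release. Of the genes tested, 99.8% had a symbol.

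Genes were tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, glmQLFit and glmQLFTest, KO against WT without covariates), and p was adjusted by Benjamini-Hochberg over the 15731 genes tested. Genes at an adjusted p of at most 0.01 were called changed, and those with a fitted log2 fold change of at least 1 in size were counted as changed 2-fold. The biological coefficient of variation was 0.159. A gene with at most 3 counts in every library of a group was treated as at the floor, and its change is given as a lower bound. Sets of genes were tested on log2 CPM (prior count 2) with camera from limma 3.58.1. A preset correlation of 0.01 and an adjusted p of 0.05 were used, with fry and an estimated correlation beside them. Camera compares a set with the other genes, whereas fry asks whether the set itself changed. The sets were genes with m6A sites in exons on the same strand (sites in exons of several genes were left out), the genes of each chromosome, and 4 lists: m6A machinery, naive pluripotency, primed pluripotency and feeder fibroblast genes. Shares of reads were compared by two-sided exact permutation tests.

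Sites were handled in Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9. The 5 nt centred on each site were read from the genome. A site was placed in the longest coding transcript of its gene, and its distance to the stop codon was measured along the transcript. Sites were shared between lists when position and strand were the same. The shared sites expected by chance were computed by spreading the sites of each list over the DRACH motifs of genes with sites in both lists. Shares have Wilson 95% intervals.

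Genes named in the text are Mettl3, genes of the 4 lists, genes that the study names, and the 5 genes with the highest and the 5 with the lowest log2 fold change. The last 10 were taken among genes with an adjusted p of at most 0.01, a mean of at least 100 counts, ranges of KO and WT that did not overlap, and a symbol. mt-Co1 was named after its values were seen. Named sites are those in genes that the study names. The tests, the gene lists, the rule for named genes and the first set of alternatives were chosen before the data were examined.

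The alternatives were DESeq2 1.42.0, its size factors in edgeR, scaling by library size only, looser and stricter filters on low counts, an adjusted p of 0.05, glmTreat against a 2-fold change, the replicate number as a block, leaving out each replicate in turn, other set tests, backgrounds matched on mean expression and exon length, heart sites in place of mESC sites, higher-scoring sites, the motif RRACH, other distances and any transcript region. 14 further alternatives were chosen after seeing the data. They leave out chromosomes 8, Y and M, match on GC content, or extend the alternatives above to genes with 5 or more sites or to heart sites at matched expression. GC content and exon length were known for 99.8% of tested genes. DESeq2 gave no adjusted p as missing (0 genes).

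The WT and KO libraries share replicate numbers, and it was checked whether these pair the libraries. Deviations from the group means correlated across 15731 genes at 0.122, 0.464 and 0.303 for replicates with the same number, and between −0.342 and 0.110 for the others. Genes are not independent replicates. The pairing is inferred from these correlations, since the labels do not say what a number shares. With this replicate block, 3143 genes were lower in the KO, against 1982 without it.

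The gene tests were tested on simulated data with 200 changed genes drawn from the real means and library sizes. Of these, 78.5% were recovered (15480 genes tested), or 91.7% of the 133 genes changed at least 4-fold. 5 of 162 calls were false. With no changed genes, 0 of 15460 genes were called. A shift of 0.5 in 300 genes was recovered as 0.48. Site overlaps were tested on simulated lists of 5000 sites, in which 1200 of 1200 planted sites were found at the same position and 1500 of 1500 within 1 nt.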

Results

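N6-methyladenosine (m6A) sites were mapped with miCLIP2, in which an m6A-specific antibody is crosslinked to RNA by UV light and the modified nucleotide is read from the position where reverse transcription stops. The site lists were predicted by m6Aboost, a classifier that separates m6A sites from background peaks. 6 lists were analysed: one of wild-type (WT) mouse embryonic stem cells (mESCs), made from 3 replicates, one of HEK293T cells, a human embryonic kidney line, made from 4 replicates, and 4 of mouse heart, made from 1000, 300, 100 and 50 ng of poly(A)+ RNA with 1 library each. The site lists hold one value per site for all replicates of a sample, so they give no spread between replicates, and they give no read depth. Read counts per gene were analysed for 6 RNA-seq libraries, 3 from WT mESCs and 3 from mESCs in which Mettl3, the catalytic subunit of the m6A methyltransferase, was knocked out (KO). Reads counted in genes numbered 22746733, 24714987 and 23462116 in WT replicates 1 to 3, and 25051322, 27254245 and 26521187 in KO replicates 1 to 3. Within each group, replicates differed by more than sampling noise, with a chi-square per degree of freedom between 7.92 (KO replicates 1 and 3) and 92.3 (WT replicates 2 and 3). All confidence intervals cover counting error only.

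The first question was how the targeted gene itself behaved in each library. Mettl3 (ENSMUSG00000022160.18; GRCm38, chromosome 14, 52294841 to 52305128, minus strand) had 560, 698 and 612 counts in WT replicates 1 to 3 and 462, 669 and 457 counts in the KO replicates. The mean level was 27.3 ± 1.39 CPM (counts scaled to library sizes adjusted by TMM factors; SD, n = 3) in WT and 19.3 ± 2.95 CPM (SD, n = 3) in KO, and at this scaling the ranges did not overlap. The log2 fold change was −0.50 (SE 0.14), with an adjusted p of 0.0134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which did not pass the threshold of 0.01. Adjusted over the list alone, as 1 of 21 genes of the m6A machinery, its p was 0.00760. The call depended on the fit. Mettl3 passed in DESeq2 (log2 fold change −0.51, adjusted p 0.00418), with the replicate number as a block (−0.51, adjusted p 0.00281) and without KO replicate 2 (−0.62, adjusted p 0.00685), and the adjusted p ranged from 0.00281 to 0.0768 over all alternatives. Reads from the locus were thus still counted in all 3 KO libraries, and gene counts do not show whether the transcript was intact.

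It was next asked how far gene expression differed between Mettl3 KO and WT mESCs. Of 15731 genes tested, 4669 (29.7%) changed at an adjusted p of at most 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), of which 2687 were higher and 1982 lower in the KO. A total of 2440 genes changed at least 2-fold, 1681 of them higher and 759 lower, and these counts were the same when genes at the detection floor were set to the lower bound of their change. The ranges of the KO and WT libraries did not overlap for 8822 genes (56.1%), where chance alone gives 10% on average over the 10 splits of the libraries. As a ratio, the number of changed genes moved most without KO replicate 1, to 2761 genes with 955 lower in the KO, and as a difference it moved most with an adjusted p of 0.05, to 7336 genes. It was 3108 without WT replicate 1 (1263 lower) and 3109 without KO replicate 3 (1092 lower). Scaling by library size alone moved the median log2 fold change of all genes from −0.02 to 0.08. It then called 4136 genes, and the share higher in the KO rose from 57.5% to 71.0% (2937 higher and 1199 lower). With the replicate number as a block, 6837 genes changed, 3694 higher and 3143 lower, and 4668 of the 4669 genes called without the block were among them.

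Among changed genes with a mean of at least 100 counts and ranges that did not overlap, the highest log2 fold changes belonged to Eif2s3y, Kdm5d, Ddx3y, Uty and Olig2. The first 4 lie on the Y chromosome. Their counts in the WT libraries were between 0 and 2, so only lower bounds can be given. Eif2s3y (chromosome Y, 1010543 to 1028847) had 60.0 ± 1.85 CPM in KO (SD, n = 3) and was at least 424-fold higher. Ddx3y, with 69.2 ± 2.98 CPM in KO (SD, n = 3), was at least 488-fold higher, Kdm5d at least 210-fold and Uty at least 211-fold. Olig2 (chromosome 16, 91225457 to 91228677) had 236, 304 and 232 counts in the KO libraries and at most 1 in WT, and was at least 66.4-fold higher. The lowest changes belonged to Gm6166, Gm8615, Xlr3a, Gm4737 and Pcna-ps2. Gm6166 and Gm8615 were at the floor in the KO, at least 104-fold and at least 129-fold lower. Xlr3a (chromosome X, 73086293 to 73097095) had a log2 fold change of −5.98 (SE 0.53), with 279, 330 and 159 counts in WT and 0, 5 and 9 in KO. Gm4737 changed by −5.97 (SE 0.30) and Pcna-ps2 by −5.62 (SE 0.32). All 10 genes had an adjusted p of at most 2.51e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gm6166 and Pcna-ps2 are annotated as processed pseudogenes, Gm8615 as a transcribed processed pseudogene, and Xlr3a belongs to a multigene family. Reads can be split between near-identical copies, so the counts of these 4 genes are uncertain.

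Lists of genes fixed in advance were tested to ask whether the m6A machinery or the pluripotent state shifted as a whole, and whether fibroblasts used as feeder cells contributed RNA. None of the 4 lists passed an adjusted p of 0.05 in camera, a competitive set test with a preset correlation between genes of 0.01, and 0 had an unadjusted p below 0.05. The 21 genes of the m6A machinery, all of which were tested, had a median log2 fold change of 0.26 (adjusted p 0.2496) that stayed positive under each scaling and reached 0.39 without WT replicate 3. 12 of them were higher in the KO. 11 changed at the threshold for all genes and 12 when adjusted over the list alone. The writer component Wtap rose by 1.33 on the log2 scale (SE 0.10, 117 ± 3.31 against 294 ± 18.7 CPM, SD, n = 3), the reader Ythdf2 rose by 1.31 (SE 0.10) and Igf2bp3 fell by 0.74 (SE 0.12). The demethylase gene Fto changed by −0.41 (SE 0.10, adjusted p 0.00655 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It lies on chromosome 8, whose genes were lower as a group. Its adjusted p was above 0.01 in every fit that left out 1 library other than WT replicate 3 (0.0140 to 0.0393), and ranged from 0.000721 to 0.0725 over all alternatives. The 16 genes of naive pluripotency had a median of −0.01 (adjusted p 0.687), 5 changed and 6 were called when adjusted over the list alone. Klf2, which also lies on chromosome 8, rose by 1.61 (SE 0.12) and Tdgf1 fell by 1.98 (SE 0.18). Nanog (−0.07, SE 0.12) and Pou5f1 (−0.26, SE 0.14) were not called in this fit, which has no replicate block. Pou5f1 was lower in the KO for replicates 1 (674.6 and 581.9 CPM), 2 (581.0 and 444.9 CPM) and 3 (692.6 and 605.1 CPM). Its change with the replicate block was not examined. The median of the naive list changed sign with library size only (0.09), with at least 10 counts in every library (0.01), and without WT replicate 2 (0.02), WT replicate 3 (0.02), KO replicate 1 (0.03) or KO replicate 3 (0.04). 11 of the 12 genes of primed pluripotency were tested, with a median of −0.10 (adjusted p 0.312), which was 0.01 with library size only, −0.32 without WT replicate 2, −0.25 without KO replicate 3, −0.15 without KO replicate 1, −0.06 without KO replicate 2 and −0.01 without WT replicate 3. 2 of them changed and 1 was called when adjusted over the list alone, namely Lef1 (−3.52, SE 0.26). 11 of the 18 feeder fibroblast genes were expressed highly enough in these cells to be tested, and Fn1 was abundant in both groups (2747 ± 793 CPM in WT and 1842 ± 468 CPM in KO, SD, n = 3). Their median was 0.81 (adjusted p 0.2496) and stayed positive under each scaling. It was 0.34 (adjusted p 0.745 in camera) with at least 10 counts in every library. Of these genes, 3 changed and 4 were called when adjusted over the list alone. Col5a2 rose by 4.17 (SE 0.33), whereas Col1a1 was at 1.15 ± 0.304 CPM in WT and 0.658 ± 0.157 CPM in KO (SD, n = 3). Under fry, a rotation test that does not compare a set with other genes, the m6A machinery (adjusted p 0.00794) and the feeder genes (0.0227) passed. With an estimated correlation in camera every list had an adjusted p of 0.774. Over all alternatives the adjusted p ranged from 0.00794 to 0.774 for the m6A machinery and from 0.0227 to 0.774 for the feeder genes. Nanog of the naive list and Ythdc1 of the m6A machinery are also among the genes that the study named.

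Whether transcripts that carry m6A in WT cells moved together in the KO was tested on 6520 genes with at least 1 predicted site in mESC exons and 9124 genes without. The median log2 fold changes were −0.01 and −0.03. The difference of 0.02 was not detected by camera (p 0.819, the same when adjusted over the 2 tests of this family, and 0.907 with an estimated correlation). Fry, which does not compare the 2 groups, gave p 0.281 for the genes with sites. The difference did not have the same sign in all KO libraries (0.04, −0.01 and −0.02), and it was −0.06 without WT replicate 2. The choice of genes moved this result most. Against genes without sites matched on mean expression the difference was 0.17 (p 0.0267), and for genes with sites in the 1 µg heart list, also matched on expression, it was 0.38 (p 7.09e-08), with p from 7.09e-08 to 0.946 over all alternatives. Sites were found mainly in expressed genes. The share of genes with a site was 0.409%, 21.5%, 64.1% and 80.5% from the lowest to the highest quartile of WT expression, and the median log2 fold changes of these groups were 0.25, 0.09, 0.00 and −0.17.

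When genes were split by the number of sites, the median log2 fold change was −0.03 for 9124 genes without sites, −0.12 for 1710 genes with 1 site, −0.03 for 2955 genes with 2 to 4 sites and 0.14 for 1855 genes with 5 or more sites. In the last group 60.3% of genes were higher in the KO. Genes with 5 or more sites differed from all others by 0.18 (camera p 0.0105, adjusted over the 2 tests 0.0210), in the same direction in all 3 KO libraries (0.17, 0.19 and 0.12). The call did not hold in camera with an estimated correlation (p 0.354) or without WT replicate 2 (0.13, p 0.0974). In fry the genes with 5 or more sites passed as a set (p 0.00629), which does not test a difference from other genes. Matching on expression and GC content gave the greatest difference, 0.34, and p ranged from 1.54e-10 to 0.354 over all alternatives.

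**Figure D1:**
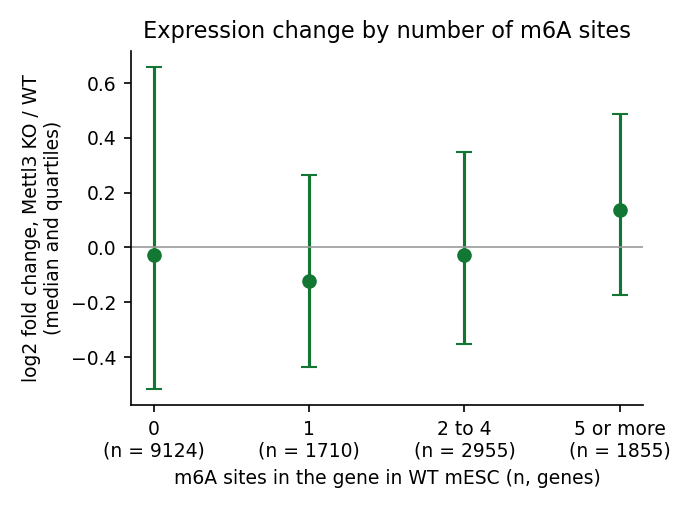
Median log2 fold change between Mettl3 KO and WT mESCs (points; bars, quartiles of genes) for genes with 0, 1, 2 to 4 and 5 or more predicted m6A sites in WT mESCs. The median lies at 0.14 for genes with 5 or more sites and between −0.12 and −0.03 in the other groups, and the quartile ranges overlap.

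Because WT and KO cells can differ in more than the targeted gene, the genes of each chromosome were tested for a common shift. Of 22 chromosomes, 3 passed an adjusted p of 0.05 in camera. The 829 genes of chromosome 8 had a median log2 fold change of −0.44 (adjusted p 8.44e-08), and 73.1% of them were lower in the KO. 348 of these genes changed, 287 of them lower. The shift was −0.41, −0.44 and −0.42 in KO replicates 1 to 3 against the WT mean, whereas the WT replicates lay at −0.05, −0.01 and 0.06. All 7 tested Y chromosome genes changed and were higher in the KO (adjusted p 4.53e-08). 6 of the 7 were at the floor in WT, and the median log2 fold change with these at their lower bounds was 7.71. The 18 mitochondrial genes had a median of 1.25 (adjusted p 0.00130), with 11.1% of them lower in the KO. The 9 mitochondrial tRNA genes had a median of 1.87 and made up 0.0986% of mitochondrial counts, while the medians were 0.32 for the 2 rRNA genes and 0.53 for the 7 protein-coding genes. Among the latter, mt-Co1 fell by 0.84 (SE 0.20). The mitochondrial share of gene counts was 2.67 ± 0.207% in WT and 3.17 ± 0.212% in KO (SD, n = 3; two-sided exact permutation p = 0.1, the smallest p that 3 against 3 libraries can give). All 3 chromosomes also passed in fry, which called 17 in all and does not compare a chromosome with the others. With an estimated correlation 0 chromosomes passed and 3 had an unadjusted p below 0.05, the adjusted p being 0.113 for chromosomes 8 and M and 0.0889 for Y. Restricting the test to genes with at least 10 counts in every library, which removes most Y chromosome genes, left chromosome 8 as the only call, with the mitochondrial median at 0.70 (adjusted p 0.105). The adjusted p ranged from 1.93e-08 to 0.113 for chromosome 8, from 0.000384 to 0.113 for M and from 1.00e-08 to 0.0889 for Y over all alternatives. The remaining chromosomes had medians between −0.11 and 0.12, and X chromosome genes had a median of −0.03. Outside chromosomes 8, Y and M, 4303 of the 4669 changed genes (92.2%) were found.

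**Figure D2:**
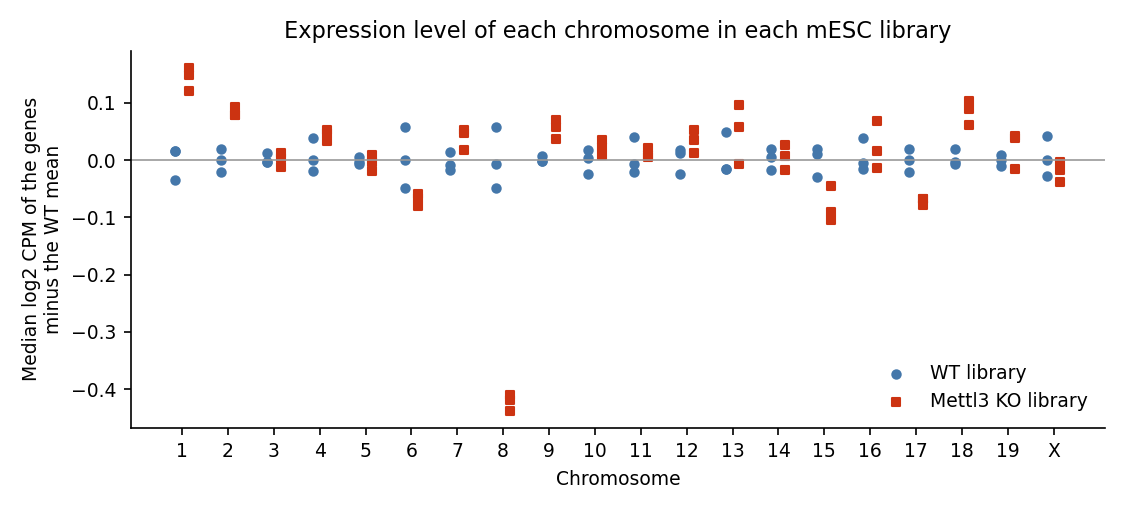
Median over genes of log2 CPM minus the WT mean, for chromosomes 1 to 19 and X, with one circle per WT library and one square per KO library (3 each; chromosomes Y and M are left out for scale). The KO libraries lie between −0.44 and −0.41 on chromosome 8.

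The study measured intron retention in the absence of Mettl3 and reported a global reduction. The count files hold no intron counts, but they give the share of reads that fell in no annotated feature. Besides introns, it covers reads outside genes and on the opposite strand, so it does not measure intron retention alone. This share was 22.6%, 20.1% and 18.9% in WT replicates 1 to 3 and 17.6%, 17.7% and 18.2% in KO, with means of 20.5 ± 1.90% and 17.8 ± 0.319% (SD, n = 3). The difference of −2.70 percentage points had a two-sided exact permutation p = 0.1. That is the smallest p this test can give with 3 against 3 libraries, so this test could not pass 0.05. Taken as a share of gene and no-feature reads the difference was −3.47 points, and without WT replicate 1 it was −1.66 points.

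The sequence at the predicted sites was examined to see how many lie in DRACH, the consensus motif of m6A (D, not C; R, A or G; H, not G). Every site of all 6 lists was an A on its strand. The mESC list held 25456 sites, of which 24880 lay in exons of a single gene (6526 genes), and the HEK293T list 36556 sites, of which 34428 did (7133 genes). The heart lists held 46421 sites at 1 µg, 8845 at 300 ng, 1112 at 100 ng and 248 at 50 ng, of which 44054, 8536, 1067 and 235 lay in exons of a single gene (8512, 3448, 688 and 185 genes). DRACH was found at 92.9% of mESC sites (Wilson 95% interval 92.6 to 93.2%) and 89.3% of HEK293T sites (89.0 to 89.6%), which left 1813 and 3917 sites at other motifs. In heart the share was 93.1% at 1 µg (92.8 to 93.3%), 94.5% at 300 ng (94.0 to 94.97%), 95.4% at 100 ng (94.0 to 96.5%) and 96.4% at 50 ng (93.2 to 98.1%). The stricter motif RRACH, without T at the first position, moved these shares most, to 82.5% in mESCs and 79.1% in HEK293T. GGACT was the most frequent pentamer in each list, from 19.9% in HEK293T to 31.4% in heart at 100 ng. Among mESC sites outside DRACH, GGACG was the most frequent (538 sites, 29.7%), followed by GTACT (19.7%) and GGATT (11.1%), and 80.1% of these sites still preceded a C. The m6Aboost score had a median of 0.745 (quartiles 0.641 and 0.835) in mESCs and 0.715 (0.612 and 0.814) in HEK293T. Non-DRACH sites had medians of 0.628 and 0.619. The sequence around a site and its transcript region are inputs of the classifier, so the DRACH and region shares of the predicted sites, and differences in score by motif or region, are partly built in. The deposited score column of the heart lists is on another scale (medians 11.7, 6.14, 4.05 and 3.67 from 1 µg to 50 ng), which is not stated, and was used only to rank sites within a list.

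To see where in transcripts the sites fall, each was placed in the longest coding transcript of its gene. In mESCs 46.6% of sites lay in coding sequence, 46.8% in 3′ UTRs, 2.604% in 5′ UTRs and 0.621% in introns. In HEK293T coding sequence held 43.4% and 3′ UTRs 44.04%, and at 1 µg of heart RNA they held 43.965% and 45.7%. Sites outside annotated genes were 0.0432% in mESCs and 2.12% in heart at 1 µg. Among the alternatives, taking only higher-scoring sites (score at or above the list's median) moved the 3′ UTR share of mESC sites most, to 59.1%. Within 400 nt of the stop codon lay 44.8% of mESC sites (44.1 to 45.4%), 42.9% of HEK293T sites (42.3 to 43.4%) and 43.1% of heart sites at 1 µg (42.6 to 43.5%). All DRACH motifs of the same transcripts gave 20.2%, 19.03% and 19.7% as background. The low-input lists had shares of 46.0% at 300 ng, 46.8% at 100 ng and 47.4% at 50 ng (41.0 to 53.8%), against backgrounds of 18.6%, 17.5% and 15.3%.

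**Figure D3:**
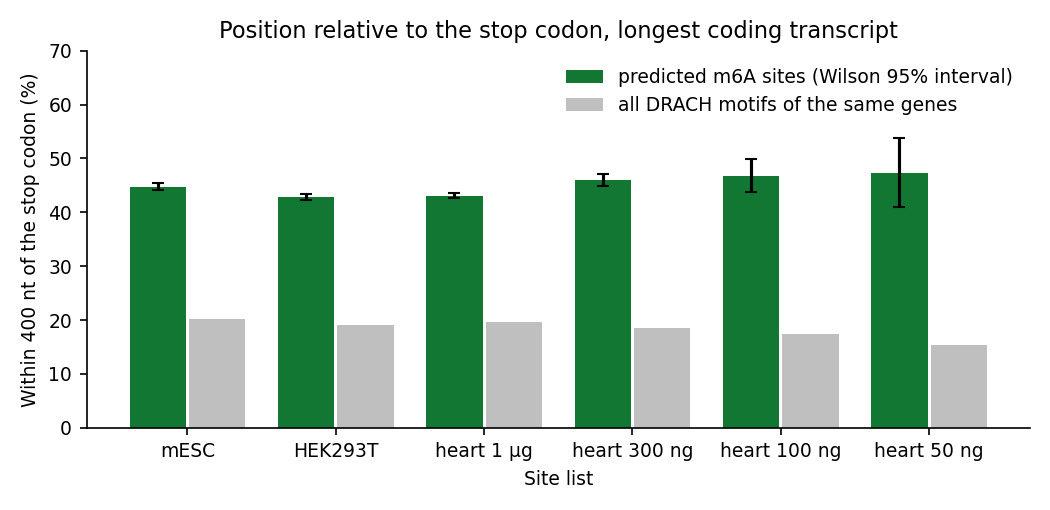
Share of sites (%) within 400 nt of the stop codon in each of the 6 site lists (dark bars; error bars, Wilson 95% interval) and of all DRACH motifs in the same genes (grey bars). Shares lie between 42.9% and 47.4% for sites and between 15.3% and 20.2% for all motifs.

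The heart titration addressed how well sites are recovered when less RNA is used. Of the sites predicted from less RNA, 93.4% at 300 ng (92.8 to 93.9%), 96.2% at 100 ng (94.9 to 97.2%) and 95.6% at 50 ng (92.2 to 97.5%) were also predicted at 1 µg, at the same position and strand. If sites were spread at random over the DRACH motifs of genes with sites in both lists, 11.9%, 13.3% and 13.2% would be shared. For DRACH sites in these genes, 94.3%, 97.6% and 98.1% were observed. All lists come from the same classifier, which uses sequence and transcript region, so part of this excess can be built in. Between the low-input lists, 89.8% of the 100 ng sites (87.9 to 91.5%) and 93.1% of the 50 ng sites (89.3 to 95.7%) were found at 300 ng, but only 67.3% of the 50 ng sites (61.3 to 72.9%) were found at 100 ng, and 162 sites (65.3% of the 50 ng list) were in all 4 lists. Of the 1 µg sites, 17.8% were recovered at 300 ng (17.4 to 18.1%), 2.30% at 100 ng (2.17 to 2.45%) and 0.511% at 50 ng (0.450 to 0.580%). The paper gives a wide range of truncation events for the heart libraries. Depth thus differed between them, and its part was not separated from that of input. Allowing a distance of 5 nt changed the shared sites little, from 8257 to 8281 at 300 ng and from 1070 to 1071 at 100 ng, and the 237 shared sites at 50 ng stayed at 237. Restricting each list to its higher-scoring sites moved the share found at 1 µg most at 300 ng, to 94.1%. Recovery followed the score at 1 µg. In the decile of sites with the highest score 73.4%, 18.3% and 4.59% were recovered at 300, 100 and 50 ng, and in the decile with the lowest score 1.85%, 0.0644% and 0 of 4656 sites, which allows a share of up to 0.0644%. Sites of the 300 ng list that were absent at 1 µg (588 sites) were in DRACH less often than shared ones, at 89.1% against 94.9%. At 100 ng this was 31 of 42 sites (73.8%) against 96.3%, and at 50 ng 9 of 11 sites (81.8%) against 97.0%.

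**Figure D4:**
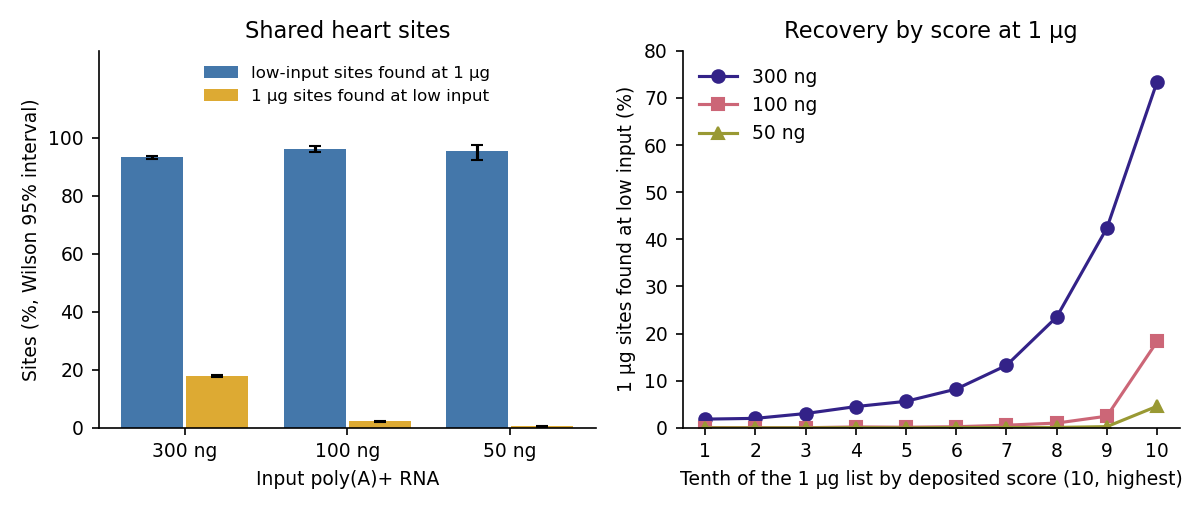
Left, share (%) of low-input heart sites found at 1 µg and share of 1 µg sites found at low input, for 300, 100 and 50 ng (error bars, Wilson 95% interval). Right, share (%) of 1 µg sites found at each low input by decile of the deposited score at 1 µg, rising to 73.4%, 18.3% and 4.59% in the highest decile.

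Sites were compared between mESCs and heart at 1 µg to ask how many are common to different mouse cell types. At the same position and strand 15166 sites were shared, which is 59.6% of mESC sites (59.0 to 60.2%) and 32.7% of heart sites (32.2 to 33.1%), with a Jaccard index of 0.267. For sites in genes with at least 10 CPM in every WT mESC library the index rose to 0.363 and the share of heart sites to 47.9%, the greatest move among the alternatives. For DRACH sites in genes with sites in both lists, 13716 of 19408 mESC sites (70.7%, 4985 genes) were shared. If sites were spread at random over the motifs, 8.74% would be expected. Both lists come from the same classifier, which uses sequence and transcript region, so part of this excess can be built in. Shared sites had a higher m6Aboost score in mESCs than the others, with medians of 0.780 and 0.689. The sites not shared in these 4985 genes were missing from the heart list although the genes had heart sites. Heart expression was not analysed here, so for genes without any heart site a missing site cannot be separated from a gene that is not expressed.

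Sites in genes named in the study were looked up in each list (GRCm38 for mouse, GRCh38 for human, plus or minus strand as given). In Oat, the site at chromosome 7, 132558161 (minus strand), 12 nt past the stop codon in the 3′ UTR, was present in mESCs (score 0.957) and in all 4 heart lists. In Eif4ebp1, the site at chromosome 8, 27275332 (plus strand), in the 3′ UTR, 224 nt past the stop codon, was likewise in mESCs (score 0.876) and all 4 heart lists. Phb2 had 2 sites in mESCs, the stronger at chromosome 6, 124716745 (plus strand, 3′ UTR, score 0.980). Trim27 had 8 sites, among them one in the non-DRACH pentamer GGATT at chromosome 13, 21192298 (plus strand, coding sequence, score 0.712). Nanog had 7 sites and Palm3 7 sites in mESCs and none in any heart list. Mif4gd had 10 sites, of which the one at chromosome 11, 115609053 (minus strand, score 0.821) lay in an intron of the longest coding transcript. Of these genes, Mif4gd (log2 fold change 0.99, SE 0.11), Hic2 (0.91, SE 0.11), Ythdc1 (0.84, SE 0.14) and Palm3 (−2.54, SE 0.15) changed in the KO, and Palm3 lies on chromosome 8. In HEK293T, DDIT4 had 10 sites, including one at chromosome 10, 72275034 (plus strand, coding sequence, score 0.847). RHOB had 15 sites, including those at chromosome 2, 20448698 (plus strand, 3′ UTR, non-DRACH pentamer CAACT, score 0.654) and 20448702 (plus strand, 3′ UTR, score 0.881). ABT1 had 7 sites, including one at chromosome 6, 26598621 (plus strand, coding sequence, score 0.762).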

Values the study reported

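The paper reported 25,456 m6A sites in 9,363 genes for WT mESCs, of which 1,813 (7.1%) were at non-DRACH motifs. For HEK293T cells it reported 36,556 sites in 7,552 genes. More than 2,809 genes were reported with at least a 2-fold change in expression in Mettl3 KO cells at a false discovery rate of at most 0.01. An antibody-independent assay in HEK293T cells treated with a METTL3 inhibitor found m6A at the tested sites in DDIT4 and RHOB. The adjacent A at position 20448698 in RHOB stayed unchanged. The presence of m6A at the site tested in ABT1, at position 26598621, could not be verified.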

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

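All alternatives except 14 were chosen before the data were examined. Of 309 values of 57 comparisons recomputed under the alternatives, 224 kept their direction and side of the threshold or stayed within the spread of the reported value, 6 became weaker, 10 stronger, 8 reversed and 61 moved. For the 34 named genes called without any alternative, 368 of 396 values kept their call and direction, 28 lost the call and 0 reversed. Named genes that were not called are not in this tally, so it cannot show a gained call. Where no cause is given below, the cause was not tested.

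For the number of changed genes, 3896 to 6837 genes were called under the other models, scalings and filters on counts, against 4669. An adjusted p of 0.05 gave 7336 genes with 3469 lower in the KO, which follows from the looser threshold. Scaling by library size only gave 1199 lower genes. The number of genes changed 2-fold was 728 with glmTreat (549 higher and 179 lower), which asks for a change beyond 2-fold by construction. Across the 6 fits that each left out one replicate, 2761 to 5412 genes changed and 955 to 2372 were lower. The lowest values came without KO replicate 1, and 3108 genes (1263 lower) were called without WT replicate 1 and 3109 (1092 lower) without KO replicate 3. These fits have fewer samples. Without chromosomes 8, Y and M, 4303 genes changed.

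With the replicate block 3143 genes were lower and Mettl3 passed the threshold (−0.51, adjusted p 0.00281). The replicate block changed no other call of a comparison. Mettl3 also passed in DESeq2 (−0.51), and ranged from −0.62 (without KO replicate 2, where it passed) to −0.40 when one replicate was left out. The adjusted p of Mettl3 ranged from 0.00281 to 0.0768 over its alternatives.

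The difference between genes with and without m6A sites became detectable with sites of 1 µg heart (0.27), at matched expression (0.17), at matched expression and exon length (0.18), at matched expression and GC content (0.20), and with heart sites at matched expression (0.38). It ranged from −0.055 (without WT replicate 2) to 0.055 when one replicate was left out. For genes with 5 or more sites the difference of 0.18 was not detected with an estimated correlation (p 0.354), and it ranged from 0.13 (without WT replicate 2, where it was not detected) to 0.20 when one replicate was left out.

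The median of the naive list reversed with library size only (0.091), with at least 10 counts in every library (0.015) and in 4 of the 6 fits that left out a replicate, where it ranged from −0.065 (without WT replicate 1) to 0.044 (without KO replicate 3). It was 0.018 without WT replicate 2, 0.019 without WT replicate 3 and 0.026 without KO replicate 1. The median of the primed list reversed with library size only (0.0081). In fry the m6A machinery (0.26) and the feeder genes (0.81) passed the threshold with the same medians. Of the chromosomes, 17 passed in fry and 0 with an estimated correlation (3 at an unadjusted p of 0.05), where chromosomes 8 (−0.44), M (1.25) and Y (fitted median 9.78, or 7.71 with genes at the floor at their bounds) were no longer called. With at least 10 counts in every library 1 chromosome passed, M was at 0.70 and was not called, and Y could not be tested because too few of its genes were left.

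The share of DRACH fell by construction with the stricter RRACH, to 82.5% in mESCs, 79.1% in HEK293T, and 83.1%, 85.8%, 89.2% and 89.5% in heart from 1 µg to 50 ng. For higher-scoring sites (score at or above the list's median) it was 97.7% in mESCs and 94.9% in HEK293T. In these lists the score is computed from the sequence and transcript region, among others, so changes of motif and region shares with the score are partly built in. Counting any transcript region, which by construction can count a site more than once, gave shares in coding sequence and 3′ UTRs of 49.4% and 53.2% in mESCs, 47.9% and 54.4% in HEK293T, 46.4% and 51.6% in heart at 1 µg, 49.6% and 51.2% at 300 ng, and 52.8% and 46.9% at 100 ng. At 50 ng the share in 3′ UTRs was 45.97%. For higher-scoring sites the shares in coding sequence and 3′ UTRs were 37.1% and 59.1% in mESCs, 37.7% and 53.5% in HEK293T, and 47.4% and 44.3% in heart at 1 µg, with 52.7% in coding sequence at 100 ng. The share near the stop codon was then 50.1% in mESCs, 46.97% in HEK293T, and 44.9%, 47.2% and 54.5% in heart at 1 µg, 300 ng and 50 ng. Within 200 nt it was lower by construction, at 29.7%, 27.6%, 28.0%, 30.8%, 30.7% and 30.7% in the 6 lists.

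Higher-scoring sites at 300 ng were found at 1 µg in 94.1% of cases. Between mESCs and heart, higher-scoring sites gave a Jaccard index of 0.219 (50.8% of mESC sites and 27.8% of heart sites), and sites in genes expressed in mESCs gave 0.363 (47.9% of heart sites). The m6Aboost score of DRACH sites had a median of 0.755 in mESCs and 0.727 in HEK293T. Each heart list comes from 1 library, so a difference between input amounts has no replicate check, and 3 libraries against 3 cannot give a permutation p under 0.1.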

Other observations

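The tests on other splits for genes with 5 or more sites, for heart sites and for the gene lists, on length and GC content for genes with 5 or more sites, and on chromosome 8, the Y chromosome and pseudogenes were chosen only after the results were seen.

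Other splits of the 6 mESC libraries into 3 and 3 were compared with the real one. As many genes changed in 1 of the 10 splits, the real one. The 9 others called 0 genes each, with 22 to 842 genes at an unadjusted p of 0.05 against 8508. Of the 4 splits that part all 3 same-numbered pairs, the 3 others called 0 genes, with the replicate block as well (where the real split called 6837 genes), and had 102, 23 and 22 genes at an unadjusted p of 0.05. A difference between genes with and without m6A sites as large as the real one was found in 8 of the 10 splits, so it cannot be told apart from a split unrelated to the knockout. For genes with 5 or more sites, for heart sites at matched expression, and for the greatest shift of an autosome or X, 1 of the 10 splits gave a result as large, the real one. The number of chromosomes past the threshold in camera did not set the real split apart. It was 3 in the real split and 3 with WT replicate 1 and KO replicates 2 and 3 grouped together. In the remaining splits it was between 0 and 2. The real split called 0 gene lists, so 10 of the 10 splits have as many by construction, which says nothing about the lists. A design of this size cannot give a share under 0.1, so the counts of splits alone do not exclude chance. For the changed genes and chromosome 8, the spread between replicates argues against it. The test of edgeR, which weighs the difference of each gene against this spread, called 4669 genes. The ranges of KO and WT libraries did not overlap for 56.1% of genes. The 10% given by chance is an average over splits and genes are correlated, so this share adds no separate evidence. Chromosome 8 lay between −0.44 and −0.41 in the KO libraries and between −0.05 and 0.06 in the WT libraries. For genes with 5 or more sites and for heart sites chance stays open.

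The number of changed genes was weighed against differences between the cultures. A difference in feeder fibroblast RNA had a set test at an adjusted p of 0.2496, which alone excludes little. The low level of abundant fibroblast collagens in both groups argues against it, with Col1a1 at 1.15 ± 0.304 CPM in WT and 0.658 ± 0.157 CPM in KO, Col1a2 at 0.0569 ± 0.0501 and 0.268 ± 0.0421 CPM, and Col3a1 at 0.0158 ± 0.0273 and 0.0786 ± 0.106 CPM (SD, n = 3). More or less fibroblast RNA would also move these genes together, and they moved apart. Col5a1 fell from 13.3 ± 2.59 to 7.80 ± 1.37 CPM, and Fn1 was at 2747 ± 793 and 1842 ± 468 CPM. Col5a2 rose from 0.328 ± 0.128 to 5.90 ± 0.951 CPM and Thy1 from 2.66 ± 0.529 to 6.08 ± 0.583 CPM, with ranges that did not overlap. Acta2 rose from 0.0473 ± 0.0818 to 4.65 ± 7.28 CPM, Thbs1 from 0.192 ± 0.0420 to 3.60 ± 4.25 CPM and Tagln from 0.788 ± 0.551 to 4.52 ± 5.22 CPM (SD, n = 3). Thbs1 and Tagln were highest in KO replicate 1, at 8.52 and 10.5 CPM, against at most 1.18 and 1.51 CPM in the other KO replicates, and without KO replicate 1 the log2 fold change of Thbs1 was 2.57 in place of 4.20. The source of these transcripts stays open, and the values argue only against fibroblast RNA as the cause of the changed genes as a whole. A difference in the copy number of whole chromosomes may contribute to genes of chromosomes 8, Y and M, but 92.2% of the changed genes lie elsewhere. The 7 mitochondrial protein-coding genes had log2 fold changes from −0.84 to 1.20 (median 0.53). A common change in copy number alone would not give this range. Copy changes of single regions on other chromosomes were not tested. The 246 windows of 10 Mb outside chromosome 8 had a median of 0.02, but neighbouring windows of chromosome 3 lay at −0.61 and −0.75. The loss of Mettl3 and other differences between the cell populations stay open for the changed genes outside chromosomes 8, Y and M. Each genotype is represented by 3 libraries, and the labels do not separate independent clones.

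Chromosome 8 genes were lower in all 3 KO libraries. The loss of m6A from their transcripts is argued against as the cause, because chromosome 8 genes without sites had a median of −0.47 and those with sites −0.43. A lower copy number of chromosome 8 in the KO cells is a candidate explanation. All 13 windows of 10 Mb along the chromosome had a negative median, between −0.72 and −0.17. Of 246 windows of other chromosomes, 25 were at or below the highest of these, and the lowest was at −0.75. The median of −0.44, or −0.34 with library size only, lies nearer 0 than the −0.58 of a change from 3 to 2 copies in every cell. For that change, a mixed population or partial compensation would also have to be assumed. Copy ratios other than 3 to 2 and 2 to 1 were not compared. Copy number was not measured, and an expression change of the whole chromosome by another route stays open.

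Of the 7 tested genes of the Y chromosome, 6 had at most 3 counts in each WT library, and all 7 were higher in the KO. If the WT cells carried a second active X chromosome in place of the Y, X chromosome genes would be near 0.5 of the WT level in the KO. Their median log2 fold change was −0.025, which argues against this. A loss of the Y chromosome from the WT cells may explain the pattern and stays open, as does a different origin of the WT and KO lines. An exchange of samples is not settled by the reduced Mettl3 level in the KO libraries. The paper reported less m6A in the KO cells, and a high correlation between gene changes from miCLIP2 and from RNA-seq. An exchange of WT and KO among the RNA-seq libraries alone would run against that correlation.

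Genes with 5 or more m6A sites were higher in the KO. Exon length as the whole cause is argued against, since the difference was 0.30 between genes matched on expression and length, as is GC content, with 0.34 at matched expression and GC content. For genes with 1 or more sites, the difference was 0.18 at matched expression and length (medians 0.045 with and −0.133 without sites). For heart sites, which do not depend on expression in WT mESCs, it was 0.38 at matched expression (medians 0.178 and −0.199). Genes without sites had negative medians in both comparisons, so part of each difference came from their lower values. The data thus allow a rise of transcripts with many sites upon knockout of Mettl3. This rise is a hypothesis found and tested on the same libraries. It was not detected with an estimated correlation between genes (p 0.354 for 5 or more sites) or without WT replicate 2 (0.13), and over its alternatives p ranged from 1.54e-10 to 0.354. Heart expression was not analysed here, so a rise of genes that heart and mESCs share for another reason stays open.

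Among 68 genes changed at least 16-fold (genes at the floor taken at their bound), 19 (27.9%) were pseudogenes, against 3.68% of the genes tested. Reads shared between near-identical copies, or variants that move such reads, may explain these 19 genes. Most of the 68 genes are not annotated pseudogenes. Genes of other types can also have near-identical copies, as Xlr3a of a multigene family may, and this was not tested. The annotation thus cannot decide the question for the whole group. What changed the others stays open.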
